A study of Mus musculus with 81 samples.

How the data were processed

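Single-cell RNA was measured in 4 droplet libraries of mouse natural killer (NK) cells, lymphocytes that kill infected cells and release interferon gamma. Per the labels, the cells came from C57BL/6 mice, were sorted as CD3e-negative, NKp46-positive and CD49b-positive, and 13000 sorted cells entered each library. Mice of the day 3 and day 7 libraries had received on average 15 cysts of the ME-49 strain of the parasite Toxoplasma gondii into the peritoneal cavity. The 4 groups, with 1 library each, were spleen at day 0, spleen at day 3, peritoneal exudate at day 3 and peritoneal exudate at day 7. Spleens were disrupted mechanically and the peritoneal cavity was rinsed with cold buffer, per the labels. The series lists 81 samples in all. Its ChIP-seq, bulk RNA-seq and FastATAC-seq samples were not analysed here.

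The deposited values were raw counts of unique molecular identifiers (UMIs, tags that mark single captured molecules) per gene and cell barcode, not normalised, per the file headers and the values themselves. Per the labels, the libraries were made with version 2 of the Chromium 3' kit and sequenced on a HiSeq 3000. The aligner, the counting program, the genome build, the annotation release and the method of cell calling were not given in the sources used here. The lowest UMI total of a listed barcode was 1988 in spleen day 3, 1792 in peritoneal day 3 and 1976 in peritoneal day 7, while 1631 barcodes of spleen day 0 lay below 1000, so the deposited lists differ in the depth they reach down to. The files name 27998 genes by Ensembl identifier and symbol. Among them, 121 genes share their symbol with another gene. How reads that match several similar genes were counted was not given in the sources used here, so values of members of families of similar genes are uncertain. The day 0 library carries an experiment identifier with another prefix than the 3 infected libraries, which share 1 prefix.

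Barcodes were kept with at least 500 UMIs, at least 200 genes and at most 10% mitochondrial UMIs. Doublets were scored with Scrublet as implemented in scanpy 1.11.5. Its automatic threshold marked 16, 1, 1 and 3 cells of the 4 libraries in the order given above, at most 0.285% of a library, and was judged not to have worked. The cells with the highest scores were removed instead, at 0.8% of a library's barcodes per 1000 barcodes. The remaining cells of the 4 libraries were clustered together with the Leiden method (leidenalg 0.10.2, igraph 0.11.9, resolution 1.0) on 30 principal components of the 2000 most variable genes with 15 neighbours and no batch integration. Clusters were named from marker genes fixed before the data were examined, as were the gene lists, the comparisons and the rule for naming genes. A cluster was set aside from the NK lineage when at least 3 markers of other classes stood among its top 10 genes by fold, each with a UMI in at least 20% of its cells. The thresholds of this rule were chosen after the clusters had been seen. A cluster with haemoglobin genes among its top 10 genes did not meet the rule, because few of its cells held these UMIs, and stayed in the NK lineage. It held 0.0389%, 1.65%, 14.8% and 0.316% of the cells of the 4 libraries.

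UMIs were summed over the NK-lineage cells of a library and divided by their total to give UMIs per 1000000 (CPM). These sums came from 8280306 UMIs in spleen day 0, 15354824 in spleen day 3, 24982870 in peritoneal day 3 and 32972498 in peritoneal day 7, so counting intervals are widest for spleen day 0. Log2 ratios were taken for 3 comparisons: spleen day 3 against spleen day 0, peritoneal day 3 against spleen day 3, and peritoneal day 7 against peritoneal day 3. A sum of 0 was replaced by a floor of 3 counts over the library. Such a ratio is a bound against that floor only, and is tighter than the end of its exact interval. Ratios carry 95% exact conditional binomial intervals, sums exact Poisson intervals, and shares exact Clopper-Pearson intervals. Where a share was 0, the limit printed is that of 3 cells over the total, which is tighter than the upper end of the exact interval. All these intervals cover counting error only, and those on UMIs leave out the clumping of UMIs in single cells. With 1 library per group, cells are not replicates, so no test was made and no p-value is given. For 10 gene lists, the median log2 ratio was taken over genes with at least 10 UMIs in the pair of libraries. Its counting interval came from 1000 Poisson draws. Each median is given with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Some genes belong to several lists, such as Ifng and Il10 in the effector list and in the list of responses to interleukin 12 (IL-12) and interleukin 2 (IL-2).

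Shares of cells with a UMI of a gene were compared after each cell had been thinned at random to 1000 UMIs. This left out 1399 NK-lineage cells of spleen day 0 and 0 cells of the other libraries. The ratio of variance to mean of Ifng UMIs per thinned cell was set against genes whose mean lay within a factor of 1.5.

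The genes named for each comparison were the 5 with the highest and the 5 with the lowest log2 ratio among genes with at least 50 CPM in either library. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, T-cell receptor, predicted and sex-linked genes and the markers of classes other than NK and ILC1 were left out. Ifng, Gzmb, Prf1, Tbx21, Eomes, Stat4 and Mki67 were always reported, 1 further gene of this rule is not reported here, and the highest and lowest member of each list could be named.

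The computation was tested on simulated data in which 200 genes had known changes. The sign was recovered for 100% of them in each comparison. The changed genes were drawn from 9603 genes for spleen day 3 against spleen day 0, 10097 for peritoneal day 3 against spleen day 3 and 10604 for peritoneal day 7 against peritoneal day 3. Of 1000 intervals drawn at random from the genes of each comparison, 95.6%, 95.8% and 95.1% covered the true ratio. The simulated counts were Poisson draws, the model that the intervals assume, so this coverage checks the code only. Real UMIs can clump in cells: without thinning, Ifng had a ratio of variance to mean of 76.7 in spleen day 3 and 124 in peritoneal day 3. For such genes the intervals are too narrow to cover a new sample of cells. Simulated cells of 1200 and 6000 UMIs with a true share of 18.13% gave 18.2% and 18.3% after thinning, against 21.45% and 67.7% before.

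Alternatives were another scaling (the median of the gene-wise ratios), totals without mitochondrial and ribosomal protein genes, all filtered cells, no cell filter, a stricter cell filter (1000 UMIs, 500 genes, 5% mitochondrial UMIs), no doublet removal, the mean over cells, and thinning to 1000 UMIs. List medians were also taken over genes with at least 50 UMIs or with a UMI in each library. Shares were recomputed at 500 and 2000 UMIs, without thinning, and with at least 2 UMIs as the criterion. Classes were rebuilt at Leiden resolutions 0.5 and 2.0, with 1000 variable genes and 15 components, and with each library clustered on its own. Named genes were chosen again at 20 and 200 CPM. The Ifng ratios and the medians of the interferon response, effector and proliferation lists were also taken over cells of 2000 to 3000 UMIs only, of which the 4 libraries held 1240, 841, 1222 and 928. For the other 7 lists, for part of the named genes' alternatives, for the classes without doublet removal and for the cells of 2000 to 3000 UMIs, these alternatives were chosen after seeing the data, although a test of the interferon response list in these cells had been set before. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.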

Results

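The single-cell part of the study addressed how the response to Toxoplasma gondii, an intracellular parasite, differs between single NK cells in the spleen and in the peritoneal cavity, where the parasite had been injected. It held 4 libraries, 1 per group, so no difference given here has a replicate check, and each compares 2 libraries rather than 2 conditions. The spleen day 0 library listed 5623 barcodes and 9481029 UMIs, spleen day 3 listed 3056 barcodes and 16488308 UMIs, peritoneal day 3 listed 5194 barcodes and 26804714 UMIs, and peritoneal day 7 listed 5982 barcodes and 36040320 UMIs. The median was 1667 UMIs per barcode in spleen day 0, 4042 in spleen day 3, 4117 in peritoneal day 3 and 5101 in peritoneal day 7. In spleen day 0, 1631 barcodes (29.0%) had fewer than 1000 UMIs, against 0 in the other libraries. The filter left 5393, 3045, 5192 and 5981 cells in this order, of which 5140, 2970, 4976 and 5695 remained after doublet removal.

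**Figure D1:**
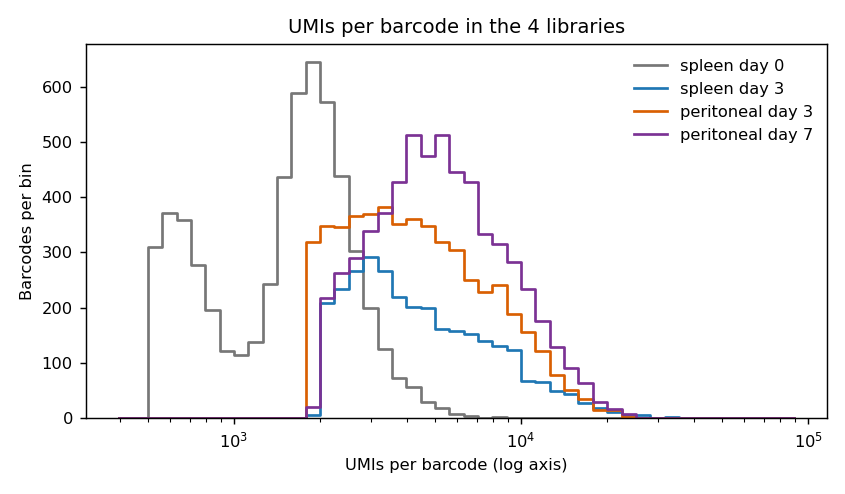
Number of barcodes per bin (vertical axis) against UMIs per barcode (horizontal axis, logarithmic) for the 4 libraries, 1 line each. Only spleen day 0 has barcodes below 1000 UMIs (1631 of 5623).

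The sort selected CD3e-negative, NKp46-positive and CD49b-positive cells, and clustering placed 4998, 2917, 4957 and 5576 cells in the NK lineage in spleen day 0, spleen day 3, peritoneal day 3 and peritoneal day 7. Their summed UMIs were 8280306, 15354824, 24982870 and 32972498. In spleen day 0, 1134 of these cells, 22.1% of the cells kept, lay in cluster 6. That cluster had medians of 641 UMIs and 6.365% mitochondrial UMIs, against 1859 and 1.70% in cluster 1, the largest of this library. Whether the cells of cluster 6 were intact was not tested. Thinning to 1000 UMIs kept 37 of them. Cells set aside made up 2.76% (95% exact interval 2.33 to 3.25) of spleen day 0, 1.78% (1.34 to 2.33) of spleen day 3, 0.382% (0.230 to 0.596) of peritoneal day 3 and 2.09% (1.73 to 2.495) of peritoneal day 7. T cell-like clusters held 1.79% (1.45 to 2.19) of spleen day 0, 0.842% (0.545 to 1.24) of spleen day 3, 0.0201% (0.000509 to 0.112) of peritoneal day 3 and 1.18% (0.913 to 1.49) of peritoneal day 7. In the spleen these cells lay in cluster 12 and in peritoneal day 7 mostly in cluster 14. An ILC1-like cluster, named after group 1 innate lymphoid cells, held 0.934% (0.689 to 1.24) of spleen day 0 and no cell of the other libraries, where 0 cells allow shares, at 3 cells of the total, of up to 0.101% in spleen day 3, 0.0603% in peritoneal day 3 and 0.0527% in peritoneal day 7. An unnamed cluster with Cd74, H2-Aa and H2-Ab1 among its leading genes held 0.0389%, 0.943%, 0.362% and 0.913% of the 4 libraries. These class shares depended on the clustering. With 1000 variable genes and 15 components the T cell-like share of peritoneal day 7 was 5.11%, and with each library clustered on its own it was 0. In that last clustering 55 of the 66 cells of cluster 14 lay in an unnamed cluster set aside. The limits on the ILC1-like share hold for the joint clustering after doublet removal only. Without doublet removal that share was 0.890% in spleen day 0, 0.985% in spleen day 3, 0.250% in peritoneal day 3 and 0.619% in peritoneal day 7. With each library clustered on its own it was 1.28%, 4.88%, 0 and 1.14% in this order. Most NK-lineage clusters were made up largely of cells of 1 library, so their sizes were not compared.

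Spleen day 3 was compared with spleen day 0 to describe the response to infection in the spleen. Over the 7761 genes with at least 50 UMIs in each library, the median log2 ratio was -0.18, and ratios can be read relative to this shift. The median was -0.088 over 8860 genes between peritoneal and spleen day 3, and 8.7e-05 over 9314 genes between peritoneal day 7 and day 3. The day 0 library had another identifier prefix than the infected libraries and was the only 1 of its prefix, so batch and infection cannot be told apart in this comparison. Ifng (ENSMUSG00000055170), which encodes interferon gamma, had 75.4 UMIs per 1000000 UMIs (CPM) at day 0 and 408 (398 to 419) at day 3, a log2 ratio of 2.44 (2.32 to 2.56). The alternative that moved this ratio most was taking only cells of 2000 to 3000 UMIs, with 2.22, and scaling by the median of the gene-wise ratios gave 2.62. The interferon response list had a median log2 ratio of 0.83 (counting interval 0.74 to 1.03, percentile 100 among random lists), with 19 of 25 genes higher. Its members ranged from Usp18 (ENSMUSG00000030107) at 3.23 to Ifit3 (ENSMUSG00000074896) at -2.38. The effector list, which contains Ifng, had a median of 0.83 (0.79 to 1.19, percentile 99.99), with Il10 (ENSMUSG00000016529) highest and Ccl5 (ENSMUSG00000035042) lowest at -1.90. All 20 genes of the proliferation list were higher at day 3, with a median of 4.16 (3.74 to 4.45, percentile 100), and of these 3 lists it moved most, to 2.65 in cells of 2000 to 3000 UMIs and to 3.45 after thinning.

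Among the genes picked by size, 5 rose most between spleen day 0 and day 3. Ifitm1 (ENSMUSG00000025491) had 5915 UMIs at day 3 and 0 at day 0, a log2 ratio of 10.05 against the floor of 3 counts over the library. The lower end of its exact interval was 9.76, and the lowest alternative gave 8.79. Ly6a (ENSMUSG00000075602) rose from 1.45 to 1443 CPM, a log2 ratio of 9.96 (9.15 to 10.91). Il10 had 930 UMIs at day 3 and 1 at day 0, which gives 8.97 (6.49 to 14.28). AA467197 (ENSMUSG00000033213) and Ccna2 (ENSMUSG00000027715), with 4 UMIs each at day 0, had ratios of 8.28 (6.92 to 10.16) and 6.71 (5.34 to 8.58). The 5 lowest were Tspan32 (ENSMUSG00000000244) at -4.91 (-5.17 to -4.65), Cym (ENSMUSG00000046213) at -3.31 (-3.67 to -2.96), Tcp11l2 (ENSMUSG00000020034) at -3.12 (-3.41 to -2.84), Cd7 (ENSMUSG00000025163) at -2.98 (-3.07 to -2.89) and Fcgr3 (ENSMUSG00000059498) at -2.96 (-3.20 to -2.72). Ly6a belongs to a family of similar genes, which the counting could have split. Of the genes always reported, Mki67 (ENSMUSG00000031004) rose by 6.14 (5.26 to 7.20), Gzmb (ENSMUSG00000015437) by 1.36 (1.33 to 1.39), Prf1 (ENSMUSG00000037202) by 0.78 (0.69 to 0.86) and Tbx21 (ENSMUSG00000001444) by 0.27 (0.18 to 0.37). Eomes (ENSMUSG00000032446) stood at -0.34 (-0.43 to -0.25) and Stat4 (ENSMUSG00000062939) at -0.95 (-1.06 to -0.84). Relative to the shift of all genes, Eomes stood at -0.16 and Stat4 at -0.77.

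Peritoneal day 3 was compared with spleen day 3 to describe the difference between the site of injection and the spleen at 1 time point. The single-cell part held no peritoneal library of day 0. Differences between the tissues that exist without infection therefore cannot be told apart from a different response to it. Ifng had 565 (556 to 575) CPM in the peritoneal library, a log2 ratio of 0.47 (0.43 to 0.51). This interval leaves out the clumping of Ifng UMIs in few cells, which is described below. The interferon response list was lower, with a median of -0.57 (-0.66 to -0.48, percentile 0) and 20 of 25 genes lower, from Gbp2 (ENSMUSG00000028270) at 0.44 to Ifit3 at -3.44. Ifit3 had 20 UMIs in spleen day 3 and 0 in the peritoneal library, so its ratio is a bound against the floor of 3 counts. The effector list had a median of -0.20 (-0.31 to -0.18, percentile 1.3), from Tnfsf10 (ENSMUSG00000039304) at 1.07 to Lta (ENSMUSG00000024402) at -2.16. The proliferation list had a median of 0.26 (0.18 to 0.29, percentile 100), with 12 of 20 genes higher, from Cenpa (ENSMUSG00000029177) at 1.46 to Mcm5 (ENSMUSG00000005410) at -0.52. The 8 lower genes included Mcm3 at -0.39, Mcm6 at -0.42 and Pcna at -0.40, named here after the values had been seen. The list thus did not rise as a whole, and its median alone does not show more proliferation. In cells of 2000 to 3000 UMIs the proliferation median was -0.30, while the other alternatives kept its sign. That range leaves out most cells of clusters with genes of the list among their leading genes. Such clusters had medians of 7145 UMIs (cluster 7, spleen day 3) and 8216 UMIs (cluster 10, peritoneal day 3). The range thus selects on proliferation itself and cannot decide the direction. The genes highest in the peritoneal library were Spp1 (ENSMUSG00000029304) at 4.43 (4.29 to 4.58), Basp1 (ENSMUSG00000045763) at 3.18 (2.92 to 3.46), AA467197 at 2.76 (2.70 to 2.82), Tubb6 (ENSMUSG00000001473) at 2.76 (2.49 to 3.03) and Plac8 (ENSMUSG00000029322) at 2.25 (2.19 to 2.31). The lowest were Cxcl10 (ENSMUSG00000034855) at -4.07 (-4.34 to -3.81), Cd160 (ENSMUSG00000038304) at -3.44 (-3.63 to -3.26), Fos (ENSMUSG00000021250) at -3.17 (-3.32 to -3.02), S1pr5 (ENSMUSG00000045087) at -2.12 (-2.27 to -1.97) and Isg15 (ENSMUSG00000035692) at -2.11 (-2.22 to -1.998). Tbx21 stood at -0.93 (-1.005 to -0.85), Stat4 at -0.45 (-0.56 to -0.34), Eomes at -0.18 (-0.25 to -0.10), Prf1 at -0.12 (-0.17 to -0.07) and Mki67 at 0.48 (0.39 to 0.58). Gzmb stood at 0.14 (0.12 to 0.15), but at -0.029 as a mean over cells and at -0.038 after thinning, so its direction was not settled.

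Peritoneal day 7 was compared with peritoneal day 3 to describe the change over time at the site of injection. Ifng had 158 (154 to 162) CPM at day 7, a log2 ratio of -1.84 (-1.88 to -1.79). The interferon response list rose, with a median of 0.88 (0.83 to 1.01, percentile 100) and 22 of 25 genes higher, from Ifit3 at 5.19 (145 UMIs against 0, again a bound) to Gbp2 at -1.49. The effector list had a median of 0.22 (0.13 to 0.26, percentile 98.0), with 12 of 20 genes higher, from Gzmc (ENSMUSG00000079186) at 4.73 to Csf2 (ENSMUSG00000018916) at -2.98. The proliferation list had a median of -0.38 (-0.42 to -0.33, percentile 0.01), with 17 of 20 genes lower, from Cenpa at 0.37 to Mki67 at -1.13 (-1.22 to -1.05). In cells of 2000 to 3000 UMIs the effector median was -0.20, so its direction was not settled. The proliferation median was 0.048 in these cells, while the other alternatives kept its sign. That range leaves out most cells of cluster 8 at day 7 (840 cells, median 9356 UMIs). It also leaves out most of cluster 10 at day 3 (659 cells, median 8216 UMIs). Both have genes of the proliferation list among their leading genes, so the range cannot decide its direction. The genes that rose most were Ifi27l2a (ENSMUSG00000079017) at 5.13 (4.89 to 5.39), Rtp4 (ENSMUSG00000033355) at 4.85 (4.52 to 5.20), Gzmc at 4.73 (4.60 to 4.86), Cd7 at 3.69 (3.61 to 3.76) and Il21r (ENSMUSG00000030745) at 2.98 (2.80 to 3.17). The lowest were Prnp (ENSMUSG00000079037) at -3.62 (-3.80 to -3.44), Furin (ENSMUSG00000030530) at -3.34 (-3.42 to -3.25), Basp1 at -2.80 (-2.97 to -2.64), Hist1h2ap (ENSMUSG00000094777) at -2.26 (-2.36 to -2.16) and Tubb2a (ENSMUSG00000058672) at -2.21 (-2.35 to -2.08). Gzmc, Hist1h2ap and Tubb2a have close relatives in the genome, and their values are uncertain for that reason. Gzmb rose by 1.39 (1.38 to 1.40), from 3182 to 8354 CPM, Prf1 by 0.21 (0.17 to 0.25) and Stat4 by 0.19 (0.10 to 0.28). Tbx21 stood at -0.45 (-0.53 to -0.36) and Eomes at -0.32 (-0.39 to -0.26).

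The other fixed lists were read in the same 3 comparisons, given here in the order spleen day 3 against day 0, peritoneal against spleen day 3, and peritoneal day 7 against day 3. The IL-12 and IL-2 response list had medians of 1.24 (percentile 100), -0.33 (percentile 0) and -0.32 (percentile 0.02). The mature NK list had -0.92 (percentile 0), -0.42 (percentile 0.01) and -0.73 (percentile 0). The immature NK list had -0.17 (percentile 28.9), -0.50 (percentile 0.01) and 0.82 (percentile 100). The ILC1 and tissue residency list had -0.46 (percentile 6.36), -0.41 (percentile 0.375) and 0.53 (percentile 99.9). Some of its genes were also markers of the ILC1 class, and cells set aside held many of their UMIs. Tmem176b had 53 UMIs in the ILC1-like cluster of spleen day 0 and 37 in the NK-lineage cells. In spleen day 3, 35 lay in the unnamed cluster with Cd74 and 36 in NK-lineage cells. The list thus describes only the cells that were left. Its first median had a counting interval of -0.65 to 0.00249 and turned to 0.80 after thinning, while its mean was 0.75, so no direction was read from it. Its median between peritoneal and spleen day 3 had an interval of -0.57 to 0.067. Transcription factors had 0.29 (percentile 99.2), -0.23 (percentile 0.19) and -0.011 (percentile 37.2). Immediate early and heat shock genes had 1.08 (percentile 100), -1.03 (percentile 0) and 0.41 (percentile 99.96). This list, which contains Fos, compared mechanically disrupted spleens with rinsed peritoneal cavities at day 3, and its median for spleen day 0 against peritoneal day 3 was -0.43. Glycolysis genes had 0.81 (percentile 99.97), 0.64 (percentile 100) and 0.040 (percentile 60.1), the last of which was -0.018 without mitochondrial and ribosomal genes in the totals.

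**Figure D2:**
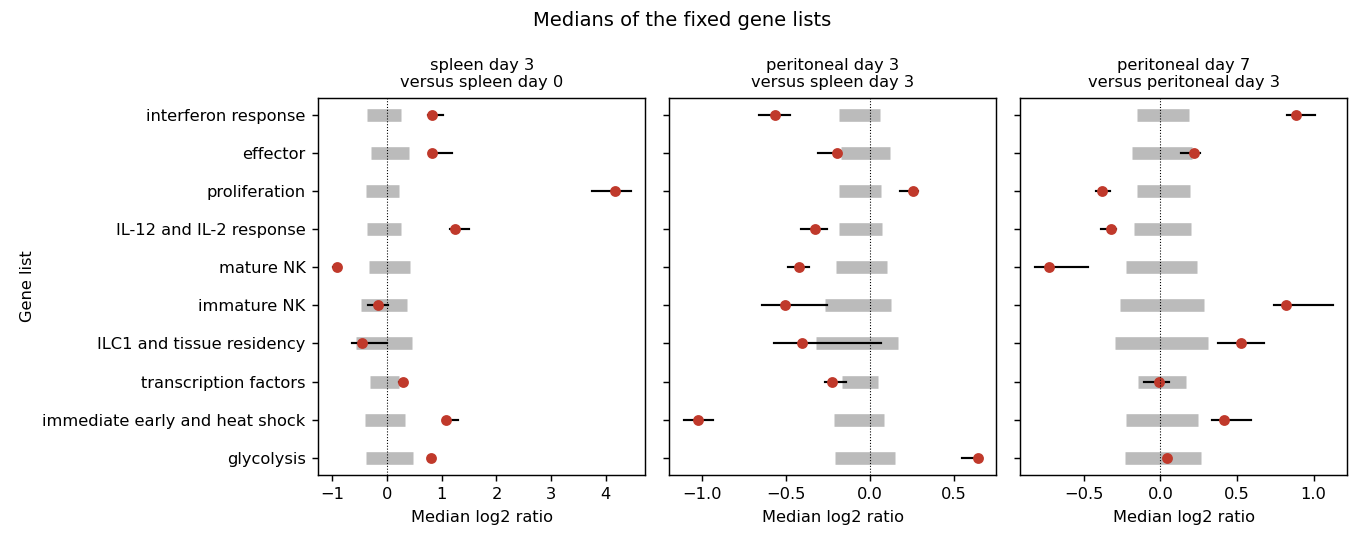
Median log2 ratio (horizontal axis) of the 10 gene lists (vertical axis) in the 3 comparisons, with red points for medians, black lines for 95% counting intervals and grey bars for the central 95% of 10000 matched random lists. The interferon response list lies above its grey bar in the first and the last comparison (0.83 and 0.88) and below it in the middle comparison (-0.57).

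The spread of Ifng over cells was then examined, because the study asked about differences between single cells. In cells thinned to 1000 UMIs, an Ifng UMI was found in 6.45% (5.67 to 7.30) of NK-lineage cells in spleen day 0, 20.5% (19.1 to 22.0) in spleen day 3, 22.9% (21.8 to 24.1) in peritoneal day 3 and 12.8% (11.9 to 13.7) in peritoneal day 7. The intervals of both day 3 libraries overlapped. Without thinning the shares were 10.8%, 53.2%, 53.1% and 42.7%. No cell class that should lack Ifng was found to set the background, since T cells also express the gene. In the T cell-like cluster 12 the share was 5.62% (1.85 to 12.6) of 89 cells in spleen day 0, with a median of 3055 UMIs against 1903 in NK-lineage cells of at least 1000 UMIs, and 20.0% (6.83 to 40.7) of 25 cells in spleen day 3, with a median of 8043 against 3974. At this number of cells neither differed detectably from the NK-lineage share, so free RNA could not be separated from expression in either spleen library by this comparison. In the T cell-like cluster 14 of peritoneal day 7 the share was 33.3% (22.2 to 46.0) of 66 cells. This was above the NK-lineage share, so that cluster set no background either.

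**Figure D3:**
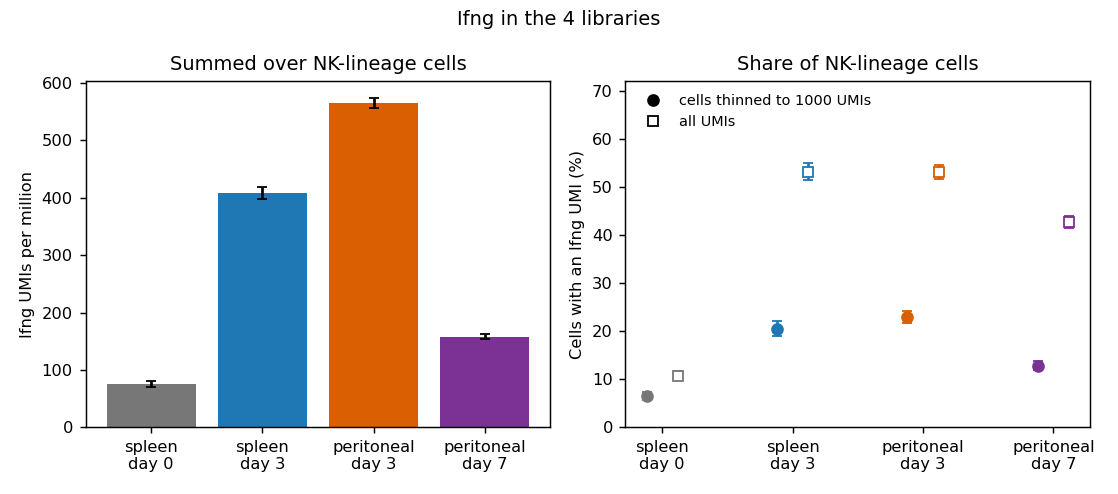
Left, Ifng CPM summed over NK-lineage cells of the 4 libraries with 95% Poisson intervals. Right, share of NK-lineage cells with an Ifng UMI in percent, with 95% Clopper-Pearson intervals. Filled circles stand for cells thinned to 1000 UMIs and open squares for all UMIs. Day 3 is higher than day 0 in the spleen (20.5% thinned) and higher than day 7 in the peritoneal cavity (22.9% thinned). No other days were measured, so no peak can be read.

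Ifng UMIs were unevenly spread in the infected libraries. The ratio of variance to mean per thinned cell was 1.17 in spleen day 0, 15.1 in spleen day 3, 11.4 in peritoneal day 3 and 1.67 in peritoneal day 7. The 95th percentile of this ratio over genes of like mean was 1.06, 1.39, 1.502 and 1.13. The 1% of NK-lineage cells with the most Ifng held 22.8% of its UMIs in spleen day 0 and 38.6% in spleen day 3. Such cells held 35.6% in peritoneal day 3 and 20.1% in peritoneal day 7. For an even spread, 1 random draw per library gave 16.9%, 7.34%, 6.27% and 12.8% in this order. No interval is given for these shares, because UMIs of the same cell are not independent. In spleen day 3, 1 thinned cell held 81 of the 1213 Ifng UMIs. Cluster 11, led by Nr4a1, Ccl3 and Ccl4, had the highest NK-lineage share of cells with an Ifng UMI among clusters of at least 50 cells in peritoneal day 3, 70.1% (59.4 to 79.5) of 87 cells, and in peritoneal day 7, 42.0% (33.8 to 50.5) of 143 cells. Ifng was not left out of the genes that formed the clusters. In spleen day 3 its share was 54.8% (36.03 to 72.7) of 31 cells.

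**Figure D4:**
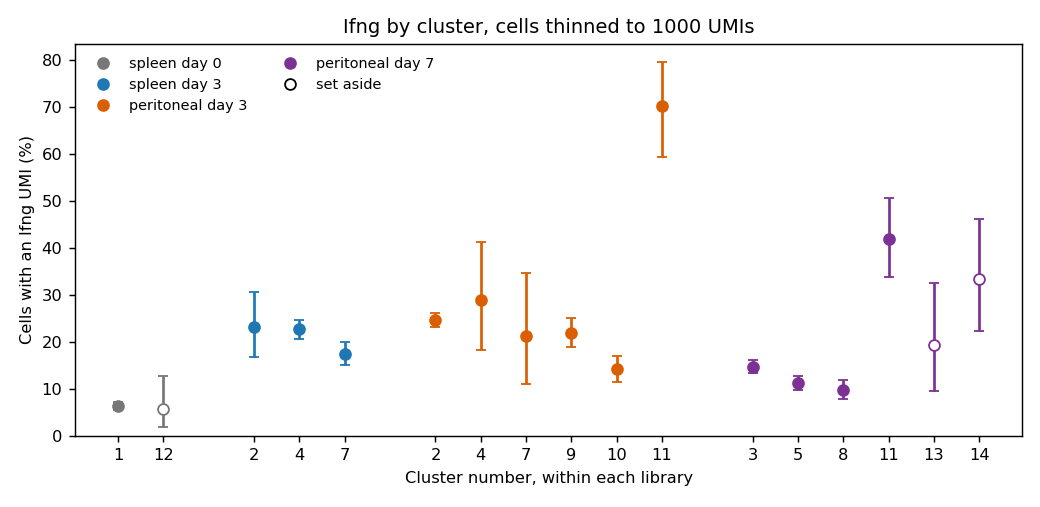
Share of cells with an Ifng UMI in percent (vertical axis) by cluster number within each library (horizontal axis), for clusters of at least 50 cells of the library thinned to 1000 UMIs, with 95% Clopper-Pearson intervals and open circles for clusters set aside from the NK lineage. Cluster 11 stands highest in peritoneal day 3 (70.1%) and in peritoneal day 7 (42.0%).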

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

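All tests in this part were chosen only after the result they bear on had been seen. The results were singled out because a signal outside the NK-lineage comparisons exceeded its level in spleen day 0.

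Cluster 13, which was set aside, held 0.943% of spleen day 3, 0.362% of peritoneal day 3 and 0.913% of peritoneal day 7, against 0.0389% of spleen day 0. Doublets of an NK cell and an antigen-presenting cell were weighed first. The first test of this took Ncr1 (ENSMUSG00000062524) at 0.5 of the NK-lineage level or more as a sign of doublets, and Ncr1 stood at 1.29 (1.18 to 1.41) times that level. This criterion had no upper end and decided nothing, since a second cell would dilute Ncr1 below the NK-lineage level. A replacement test on Eomes was chosen after that result. Eomes stood at 0.179 (0.0980 to 0.301) times the NK-lineage level over 98 cells, far below the fraction of Ncr1, which argues against NK doublets as the source of the whole cluster. Because the test was exchanged after the first value had met its criterion, this evidence is weak. The cluster also held Cxcr6 (ENSMUSG00000048521) at 33.0 times and Tmem176b (ENSMUSG00000029810) at 92.6 times the NK-lineage level in spleen day 3. These levels were 11.0 and 100 times in peritoneal day 3, and 20.4 and 154 times in peritoneal day 7. Without doublet removal, 28 of its 28 cells of spleen day 3, 12 of 18 of peritoneal day 3 and 36 of 52 of peritoneal day 7 lay in an ILC1-like cluster. Cluster 15, named ILC1-like, held 0.934% of spleen day 0, with Ncr1 at 0.969, Eomes at 0.288, Cxcr6 at 97.3 and Tmem176b at 101 times the NK-lineage level. Without doublet removal the ILC1-like shares were 0.890%, 0.985%, 0.250% and 0.619% in spleen day 0, spleen day 3, peritoneal day 3 and peritoneal day 7. With each library clustered on its own they were 1.28%, 4.88%, 0 and 1.14%, and with 1000 variable genes and 15 components no cluster was named ILC1-like, so whether such cells rose depended on the clustering and stays open. A candidate explanation is that cells with ILC1 genes were split by library between clusters 13 and 15. Single doublets inside the cluster stay open, since Lyz2 (ENSMUSG00000069516) UMIs occurred in 16.7% of its 18 cells of peritoneal day 3. The batch of the day 0 library stays open too.

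Cluster 14, named T cell-like, held 1.16% of peritoneal day 7 and 0 of 5140 cells of spleen day 0, which allows up to 0.0584% at 3 cells. Doublets of an NK cell and a T cell would hold Ncr1 near 0.5 of the NK-lineage level. Ncr1 stood at 0.0742 (0.0395 to 0.127) times that level, which argues against such doublets in cluster 14. In cluster 12 of spleen day 0 Ncr1 stood at 0.473 times its NK-lineage level, near the level of such doublets. The NK marker Gzma (ENSMUSG00000023132) stood at 0.0315 times there, which goes the other way. In cluster 12 of spleen day 3 Ncr1 and Gzma stood at 0.309 and 0.229 times, so doublets in cluster 12 stay open. In a count without clusters, cells with both Cd3d (ENSMUSG00000032094) and Cd3e (ENSMUSG00000032093) UMIs at 1000 UMIs were 0.385% (0.244 to 0.576) of peritoneal day 7 and 0.377% (0.211 to 0.622) of spleen day 0. They were 0 of 5192 in peritoneal day 3 and 0 of 3045 in spleen day 3. This count missed most cells of the T cell-like clusters: it found 15 of 89 in cluster 12 of spleen day 0, 0 of 25 in cluster 12 of spleen day 3 and 22 of 66 in cluster 14. Its 0 counts therefore do not limit the share of T cells. By clusters, the T cell-like share of peritoneal day 7, 1.18% (0.913 to 1.49), overlapped that of spleen day 3, 0.842% (0.545 to 1.24), and exceeded that of peritoneal day 3, 0.0201% (0.000509 to 0.112). The overlap depended on the clustering: the shares were 3.61% (3.15 to 4.12) and 0.854% (0.559 to 1.25) without doublet removal, and 5.11% (4.55 to 5.71) and 1.68% (1.25 to 2.21) with 1000 variable genes and 15 components. With each library clustered on its own all 3 infected libraries had 0. In peritoneal day 7 this was mostly a loss of the name, since 55 of the 66 cells of cluster 14 lay in an unnamed cluster set aside. In spleen day 3 the 25 cells of cluster 12 fell in the NK lineage. Both peritoneal libraries differ in day by their labels, but with 1 library each a difference between mice or sorts stays open.

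Haemoglobin UMIs occurred in 2.53% (75 of 2970) of spleen day 3 cells, against 0.214% (8 of 3736) of spleen day 0 cells, at 1000 UMIs per cell. Free RNA from red cells would spread over many cells, but 3 cells held 96.3% of the 2003 UMIs, which excludes it for these UMIs. Haemoglobin made up 77.2%, 74.2% and 41.5% of the UMIs of these cells, which remained among the NK-lineage cells. The test was rewritten after shares per cluster had been seen. The other 72 cells held 1 or 2 UMIs each. Among clusters of at least 50 cells the highest share of cells with such a UMI was 2.24 times the lowest. These were 3.19% (2.40 to 4.14) in cluster 4 and 1.42% (0.759 to 2.42) in cluster 7, with overlapping intervals. Their median depths were 3362 and 7145 UMIs. After thinning, an equal amount of free RNA per droplet would weigh more in shallow cells, so unequal shares cannot exclude it. Free RNA stays a possible explanation for these 72 cells. No biological explanation was tested.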

How the results depend on the processing

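The alternatives for the 7 secondary gene lists, those for the named genes on totals, cell filter, doublet removal and thinning, the classes without doublet removal and the use of cells of 2000 to 3000 UMIs as an alternative were chosen only after the results had been seen. No paired analysis was possible because each group had 1 library. For the same reason leaving out a library and other splits of the samples have no place here. A value was taken to have moved when it left its 95% counting interval, and the cause was not tested except where the construction shows it.

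The direction of Ifng and of the interferon response list was kept in all 3 comparisons under each alternative run. That of the effector and proliferation lists was kept for spleen day 3 against day 0, but 3 of their other medians reversed in cells of 2000 to 3000 UMIs. These cells lay below the median depth of the infected libraries. Their range also leaves out most cells of the clusters led by proliferation genes, so it cannot decide the direction of the proliferation medians. Among the recomputed values 16 Ifng ratios moved and 11 did not, and 21 medians of these lists moved, 3 reversed and 75 did neither. For spleen day 3 against spleen day 0, Ifng was 2.62 with median-ratio scaling, 2.603 with the stricter cell filter, 2.29 as a mean over cells and 2.56 after thinning. The interferon response median was 0.74 with the stricter filter, the effector median 0.78 over genes with at least 50 UMIs, and the proliferation median 3.45 after thinning. In cells of 2000 to 3000 UMIs Ifng was 2.22 and the interferon response, effector and proliferation medians were 1.16, 1.55 and 2.65.

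For peritoneal day 3 against spleen day 3, Ifng was 0.56 with median-ratio scaling, 0.54 without mitochondrial and ribosomal genes, 0.61 over all filtered cells, 0.31 as a mean over cells and 0.33 after thinning. The interferon response median was -0.47 after thinning. The effector median was -0.11 with median-ratio scaling, -0.13 without mitochondrial and ribosomal genes and -0.15 over genes with at least 50 UMIs. The proliferation median was 0.34, 0.33, 0.29, 0.15 and 0.17 with median-ratio scaling, without mitochondrial and ribosomal genes, with the stricter filter, as a mean over cells and after thinning. In cells of 2000 to 3000 UMIs Ifng was 0.72, the interferon response median -0.38, and the proliferation median reversed from 0.26 to -0.30. Gzmb reversed from 0.14 to -0.029 as a mean over cells and to -0.038 after thinning.

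For peritoneal day 7 against day 3, Ifng was -1.90 without mitochondrial and ribosomal genes, -1.93 over all filtered cells, -1.75 as a mean over cells and -1.72 after thinning. The interferon response median was 0.83 without those genes and 0.81 after thinning. The proliferation median was -0.44 without those genes, -0.29 as a mean over cells and -0.31 after thinning. In cells of 2000 to 3000 UMIs Ifng was -1.90, the effector median reversed from 0.22 to -0.20 and the proliferation median from -0.38 to 0.048. The glycolysis median reversed from 0.040 to -0.018 without those genes.

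The share of cells with an Ifng UMI depended on depth by construction. In spleen day 0, spleen day 3, peritoneal day 3 and peritoneal day 7 it was 10.8%, 53.2%, 53.1% and 42.7% without thinning, 3.92%, 11.4%, 12.8% and 6.40% at 500 UMIs, and 11.96%, 33.7%, 35.2% and 22.6% at 2000 UMIs. At least 2 UMIs were found in 0.445%, 5.52%, 7.04% and 1.88%. Over all filtered cells peritoneal day 7 had 13.9%. Depth limits the day 0 values most, since 1399 of its cells were left out at 1000 UMIs.

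Among class shares, 40 moved and 40 did not. The ILC1-like share of spleen day 3 was 0 and became 4.88% when each library was clustered on its own. Apart from the reversals given above, 24 medians of the other lists moved and 143 did not, and 76 named gene ratios moved and 330 did not. The ILC1 and tissue residency median of spleen day 3 against day 0, whose interval included 0, went from -0.46 to 0.80 after thinning. Of the 10 genes picked by size, 6, 7 and 5 were picked again at 20 CPM and 4, 3 and 3 at 200 CPM in the 3 comparisons, while median-ratio scaling picked all 10 and the mean over cells 10, 9 and 7.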

Other observations

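Tests on immediate early genes, on the spread of Ifng, on Ncr1, on barcodes shared with peritoneal day 7 and on cells of 2000 to 3000 UMIs for Ifng, the effector and the proliferation list were chosen only after the result had been seen, while those on these cells for the interferon response list, on sequencing batch of the spleen ratios, sex and barcodes shared with peritoneal day 3 were set before their values were seen.

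The ratios of spleen day 3 to day 0 could come from the shallow cells of the day 0 library. When only cells of 2000 to 3000 UMIs were taken (841 of day 3 and 1240 of day 0), the interferon response median was 1.16 (0.78 to 1.34), the effector median 1.55 (1.10 to 1.66) and Ifng 2.22 (1.99 to 2.45). The proliferation median was 2.65 (1.72 to 3.06) with 18 of 20 genes higher, against 4.16 in all cells. Shallow cells are thus not the whole cause, but the size of the proliferation difference depended on which cells were taken. The range leaves out most cells of cluster 7 of spleen day 3 (915 cells, median 7145 UMIs). Genes of the proliferation list were among the leading genes of that cluster. The lower proliferation median therefore cannot show how much of the difference came from shallow cells. The day 0 library shares 0 identifier prefixes with the infected libraries, so its sequencing batch and infection cannot be told apart. Mice of different sex would give Ddx3y (ENSMUSG00000069045) without Xist (ENSMUSG00000086503) in some libraries. They are excluded, since Ddx3y had 0 UMIs in all 4 and Xist stood at 890, 764, 679 and 579 CPM in spleen day 0, spleen day 3, peritoneal day 3 and peritoneal day 7. The log10 ratio of their UMIs spanned 0.413, which with Ddx3y at 0 only reflects the number of Xist UMIs per library.

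Immediate early and heat shock genes were higher in spleen day 3 than in peritoneal day 3, with a median of -1.03 for the peritoneal library. The day 0 library is in neither arm of this comparison, so it says nothing about the batch of that library, which stays open for the difference from day 0. Mechanical disruption of the spleen would also raise the list in spleen day 0 over peritoneal day 3, but that median was -0.43 (-0.53 to -0.36), with 7 of 16 genes higher. Batch and infection differ in that comparison as well, so disruption stays open beside a difference between tissues.

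Counting noise at 1 depth would give Ifng a ratio of variance to mean near 1, and the lowest value among the infected libraries was 1.67, above 95% of genes of like mean. In peritoneal day 3, the 18 cells of cluster 13 held 18.2% of the Ifng UMIs of all kept cells, and 1 of them had Ifng in 25.1% of its UMIs. Uneven Ifng may reflect differences between single NK cells, as a hypothesis found and tested on the same data.

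Among spleen day 3 cells, 281 lay in clusters made up mostly of peritoneal cells. Barcodes swapped between libraries of 1 run would make their barcodes recur in a peritoneal library. In peritoneal day 3 this held for 1.42% (0.389 to 3.60) of them and for 0.645% (0.376 to 1.03) of the other cells. In peritoneal day 7 it held for 0.712% (0.0863 to 2.55) and 0.455% (0.235 to 0.794). Recurrence in either library, at 2.14% (0.788 to 4.59) of them, is far too rare for swapping with these 2 libraries to be the source of most of them.

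Ncr1, which encodes the sort marker NKp46, had 1448, 1249, 616 and 356 CPM in spleen day 0, spleen day 3, peritoneal day 3 and peritoneal day 7. The log2 ratio was -1.02 (-1.05 to -0.99) for peritoneal against spleen day 3 and -0.79 (-0.82 to -0.75) for peritoneal day 7 against day 3. Cells of another lineage would lower the other NK markers alike. At day 7 this did not hold: against spleen day 3 the median of the 13 others was -0.17 and Ncr1 stood at -1.81, although Itga2 (ENSMUSG00000015533) stood at -2.02, Klrc2 (ENSMUSG00000052736) at -1.07 and Klre1 (ENSMUSG00000050241) at -0.75. At day 3 all 13 were lower in the peritoneal library, with a median of -0.54, and 3 of them fell at least as far as Ncr1. Yet 69.2% of them (9 of 13) had an interval above that of Ncr1, among them Gzma (ENSMUSG00000023132) at -0.075 and Klra7 (ENSMUSG00000067599) at -0.18. This argues against cells of another lineage as the whole cause at day 3, while a part stays open. A few cells without Ncr1 would leave the level in positive cells near 1 times that of spleen day 3. It was 0.769 times in peritoneal day 3 and 0.667 times in peritoneal day 7, against 0.740 and 0.641 for an even spread. A lower level per cell may therefore underlie the difference at day 7 and part of it at day 3. The first ratio compares tissues and the second days, with 1 library each, so differences between mice or sorts stay open. For the comparisons with the spleen, a tissue difference that exists without infection stays open too.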
